A study of Mus musculus with 10 samples.

How the data were processed

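The series holds 10 mouse libraries, 5 from normal lung and 5 from squamous cell carcinoma (SCC) of the lung induced with NTCU, a nitrosourea carcinogen. The animals were of the NIH Swiss stock. Per the labels' protocols, regions were taken by laser capture from formalin-fixed, paraffin-embedded sections, RNA was extracted with a kit for such material, and total RNA libraries were made with a stranded kit for picogram inputs. The labels do not tie libraries to animals, so whether the libraries of a group come from separate animals is not given in the sources used here. All p-values therefore measure the spread between these libraries, which may be partly technical, and they are too small if some regions share an animal.

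The deposited table holds whole-number read counts per gene symbol for 24421 genes, with 1 column per library and no normalization by the authors. Per the submitters' processing notes, the tools named are cutadapt 1.9.1, TopHat2 2.0.1, HTSeq 0.6.1 and DESeq2, and the genome build is mm10. The annotation, the strand setting and the treatment of reads that map to several places are not given in the sources used here. Counts of near-identical genes (keratin, small proline-rich, lysozyme, haemoglobin and histone families) and of overlapping or antisense genes are uncertain for that reason. Total counts per library ran from 1004105 to 6817106, and intervals and floors given with counts cover counting error only, since molecular identifiers are not mentioned in the labels.

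Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with low counts were removed with filterByExpr by group, which left 13203 genes, TMM factors were computed, and the groups were compared with the quasi-likelihood test with robust estimation and no covariate. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. The standard error of a log2 fold change was derived as its size divided by the square root of the F statistic. Group levels are means of log2 CPM with a prior count of 2, with the SD over 5 libraries. Gene lists were tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01, adjusted over the lists with at least 5 tested members, and again with the correlation estimated per list and with fry. Single values were compared with exact two-sided permutation tests over 252 relabelings, whose smallest p is 0.0079. The principal components used the 500 genes of largest variance.

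The design, the 35 gene lists, the rule for named genes and most alternatives were fixed before the data were examined. The rule named the 5 genes of largest rise and the 5 of largest fall among called genes with a mean of at least 5 CPM and no overlap between the groups, unnamed and structural RNA genes left out. It also named the members of smallest p in each list (2 for the main lists and 1 for the others) and the genes Trp63, Krt5, Sox2, Nkx2-1, Sftpc, Scgb1a1, Mki67 and Cd274. Lists for erythrocytes, heart muscle, mesothelium and fat, stress genes and histones served to describe the samples, and the list of mitochondrially encoded genes had no member in the table.

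The alternatives were DESeq2 size factors, upper-quartile factors, no filter on low counts, a filter of 1 CPM in 5 libraries, the DESeq2 1.42.0 Wald test, limma-voom with sample quality weights, no robust estimation, removal of structural RNA and histone genes, a test against a 2-fold change, 1 surrogate variable from sva 3.50.0, and leaving out each library in turn. Most chemosensory receptor genes (olfactory and vomeronasal) had no count in each normal lung library. Further alternatives were added after seeing the data, because counts on these genes differed between libraries. They kept only the SCC libraries of lowest receptor signal (SCC 2 and SCC 5), subtracted from every gene a background proportional to its length and to the receptor signal of the library, did so at 1.5 times the rate, or used the receptor signal as a covariate.

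The receptor signal is the counts on 1448 receptor genes per kb of coding length, with the highest 2% of the genes in each library set to the 98th percentile. Lengths and positions came from GENCODE M21 (GRCm38, the assembly of mm10), which matched 24027 of the genes by symbol, 651 of them through an older symbol. The 394 unmatched genes were left as counted. This definition is a revision. The first definition used all annotated exons as length and set no genes down, and it was replaced after its counts of called genes had been seen, because the exon models of many receptors were far longer than their coding parts and a few receptor genes held very high counts. Results of both definitions are given.

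The test was checked on simulated counts drawn from the normal lung means and the library sizes, with 200 genes changed. With no background it found 3.7% of the 2-fold, 28.6% of the 4-fold and 71.4% of the 8-fold changes among 11344 genes, with 3 false calls. With background added at the measured rates there were 43 false calls among 12449 genes, 38 of them higher, and after subtraction there were 0 among 11288 genes. The added background followed the rates that the subtraction assumes. These numbers therefore do not test the subtraction on background that is uneven between genes, and do not bound the false calls that such background makes.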

Results

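Total RNA was sequenced from laser-captured regions of normal mouse lung (5 libraries) and of lung SCC induced by NTCU (5 libraries). Total counts were 2793851, 1462952, 6817106, 2592319 and 1457641 in normal 1 to normal 5, and 1060726, 3691806, 1816675, 1004105 and 2449172 in SCC 1 to SCC 5. Totals did not differ between the groups by more than the spread (exact permutation p = 0.46, n = 5 each). Rn45s, the ribosomal RNA precursor, took 10.9% ± 1.5 (SD, n = 5) of the counts in normal lung and 11.3% ± 2.27 (SD, n = 5) in SCC.

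SCC libraries carried squamous and basal cell, keratinization and cell cycle genes at higher levels than normal lung, and surfactant, alveolar, endothelial and resident stromal genes at lower levels. Krt6a, a keratin of squamous epithelium, had 0 counts in the 5 normal libraries and a mean of 372 CPM in SCC, at least 1790-fold higher against a floor of 3 counts over the group, or 1020-fold without SCC 5. Sftpc, the surfactant protein of alveolar type 2 cells, fell by 4.59 on the log2 scale (SE 0.52, n = 5 each, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 7e-07). Of 13203 genes tested, 1645 were higher and 1146 were lower in SCC. The groups did not overlap for 1061 of the tested genes with SCC above and 915 with SCC below, where chance gives 0.794% of genes for both directions together.

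The first principal component held 78.4% of the variance and separated the groups (exact permutation p = 0.0079, the smallest the design allows, n = 5 each). Normal libraries resembled each other more than SCC libraries did, with mean Spearman correlations across genes of 0.834 ± 0.031 (SD over 10 pairs) and 0.670 ± 0.108 (SD over 10 pairs). The SCC libraries stood apart by receptor signal, with correlations of 0.770 between SCC 2 and SCC 5, 0.789 among SCC 1, SCC 3 and SCC 4, and 0.594 across these sets. No pair of libraries of the same group matched within sampling noise, and pairs across the groups were not compared in this way. SCC 3 and SCC 4 came closest, with a chi-square per degree of freedom of 2.93, against 11.5 or more for every other pair within a group. Their correlation was 0.882, against 0.753 and 0.732 for SCC 1 with SCC 3 and SCC 4, and the reason was not tested.

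Chemosensory receptor genes, of which 9.0% to 17.0% had a count in a normal library, were counted in SCC libraries. The receptor signal was 3.22, 0.594, 3.27, 3.46 and 0.414 CPM per kb in SCC 1 to SCC 5, and between 0.0408 and 0.202 in normal lung (exact permutation p = 0.00794, n = 5 each, adjusted p = 0.0159 over 4 measures). Taken as a background proportional to gene length, it amounted to 22.2%, 4.11%, 22.6%, 23.9% and 2.86% of the counts in SCC 1 to SCC 5 and to at most 1.4% in normal lung. Genes with at least 1 count numbered 15736 to 17726 in normal lung and 18833 to 22495 in SCC (exact permutation p = 0.00794, n = 5 each). With SCC 2 and SCC 5 as the only SCC libraries, 592 genes were higher and 738 lower, and after background subtraction 967 were higher and 802 lower. Genes called in the same direction in all of these fits numbered 338 higher and 528 lower.

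**Figure D1:**
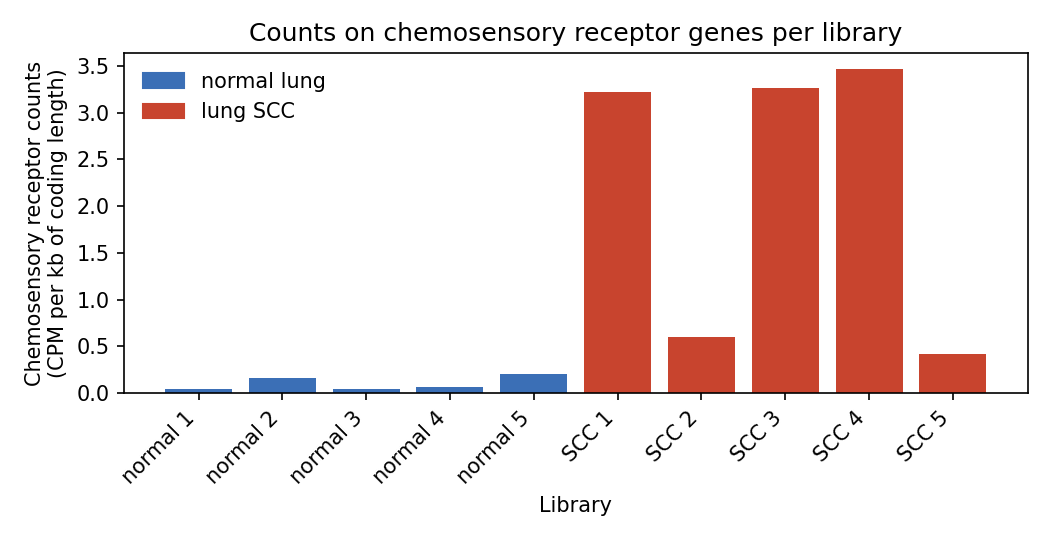
Counts on chemosensory receptor genes per library, in CPM per kb of coding length, with blue bars for normal lung and red bars for SCC. SCC 1, SCC 3 and SCC 4 stand at 3.22, 3.27 and 3.46, SCC 2 and SCC 5 at 0.594 and 0.414, and normal libraries at no more than 0.202.

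Squamous and basal cell genes rose as a group. Of 31 tested members, 22 were higher and 3 lower (24 and 3 adjusted over the list alone), with a median log2 fold change of 4.35 (camera adjusted p = 1.89e-12, and 0.0457 with an estimated correlation). Trp63, the transcription factor of basal cells (chromosome 16, 25683763 to 25892102, GRCm38), rose by 6.05 (SE 0.57, adjusted p = 4.55e-08). Krt5, a basal cell keratin (chromosome 15, 101707070 to 101712898), went from 1.05 ± 1.12 to 8.88 ± 1.12 log2 CPM (SD, n = 5 each). Dsg3, a desmosomal cadherin, had 0 counts in normal lung and was at least 1100-fold higher, or 687-fold without SCC 5. Sox2, a transcription factor of airway progenitors, rose by 2.19 (SE 0.63, adjusted p = 0.0136). The members that fell were Fgfr2 (-1.80), Fgfr3 (-1.35) and Tfap2a (-1.25), 2 growth factor receptors and a transcription factor, named after their values were seen. Fgfr3 and Tfap2a lost their calls with SCC 2 and SCC 5 alone (-0.97 and -1.16, adjusted p = 0.291 and 0.191) and after background subtraction (-1.26 and -0.93, adjusted p = 0.111 and 0.152). The median was 4.86 with SCC 2 and SCC 5 alone and 4.07 after background subtraction.

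Keratinization genes rose in the same libraries, with 29 of 31 tested members higher and 0 lower, also when adjusted over the list alone, and a median of 4.59 (camera adjusted p = 3.37e-22, and 0.0205 with an estimated correlation). Krt4, a keratin of stratified mucosa, went from 0.26 ± 0.45 to 9.44 ± 1.18 log2 CPM (SD, n = 5 each). Krt13, its usual partner, had 0 counts in normal lung and was at least 1310-fold higher (819-fold without SCC 5), and Klk10, a secreted protease, rose by 8.76 (SE 0.70, adjusted p = 8.06e-09). Outside the lists, Cwh43 had 0 counts in normal lung and was at least 561-fold higher, or 377-fold without SCC 5.

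**Figure D2:**
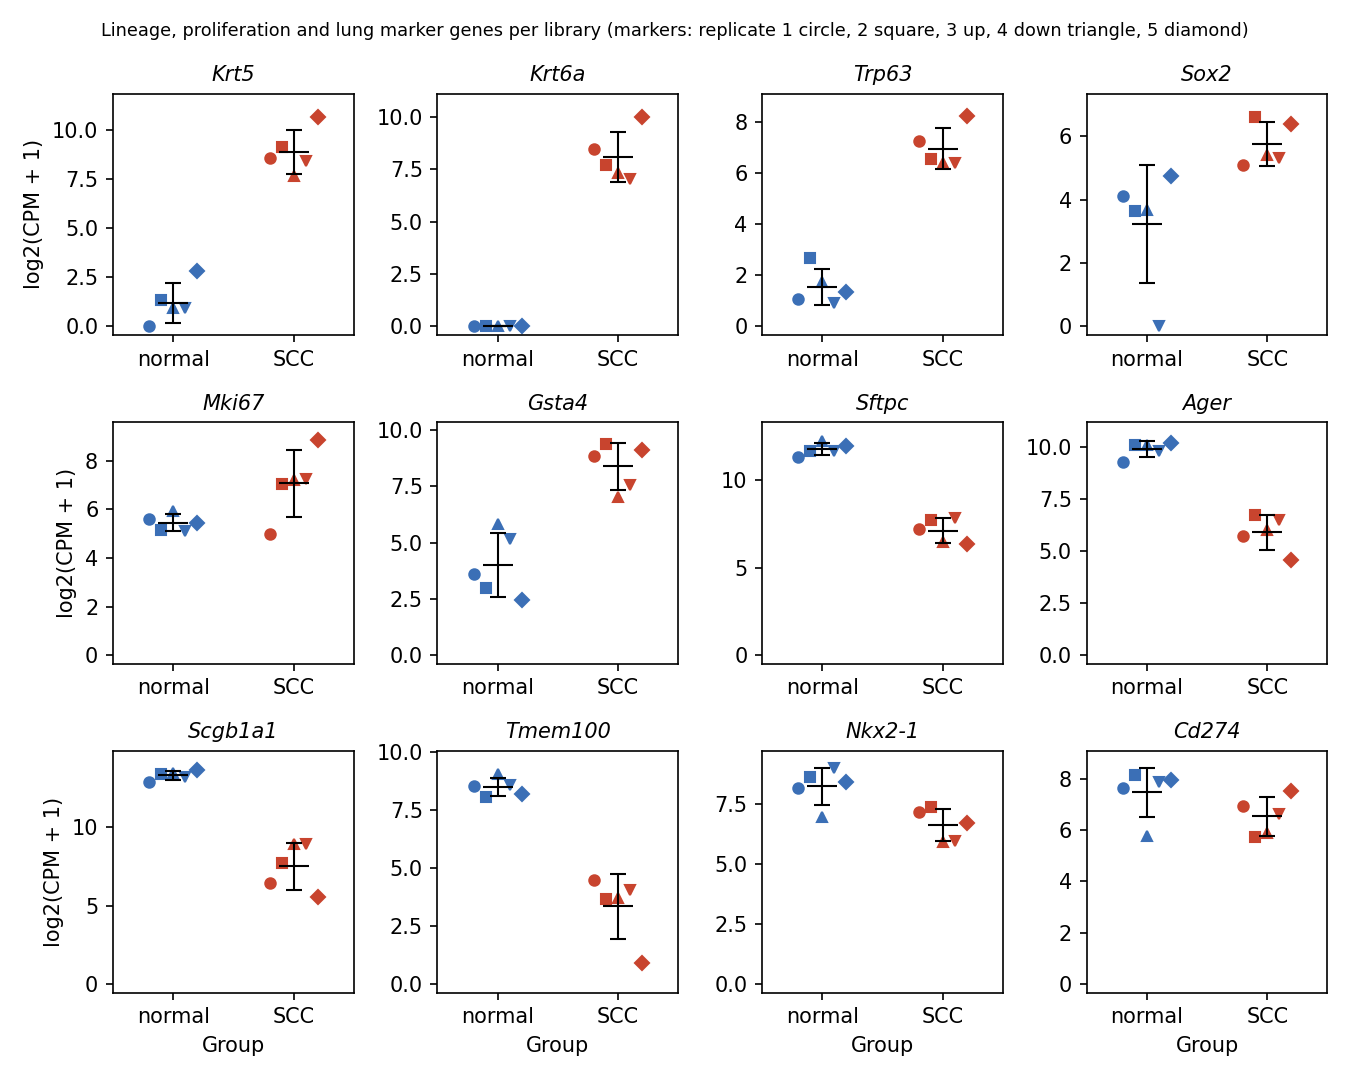
Log2(CPM + 1) of 12 genes per library, with marker shapes for replicates, blue for normal lung, red for SCC, and black bars for the mean and SD of 5 libraries. Krt5, Krt6a (0 counts in normal lung) and Trp63 are higher in each SCC library than in each normal library, Sftpc, Ager, Scgb1a1 and Tmem100 are lower, and the groups overlap for Mki67, Nkx2-1 and Cd274.

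Alveolar genes fell. Of 25 tested alveolar type 2 genes 21 were lower and 0 higher (the same numbers over the list alone), with a median of -2.56 (camera adjusted p = 5.71e-17, and 0.00143 with an estimated correlation). Slc34a2, a phosphate transporter of these cells, went from 10.5 ± 0.07 to 6.32 ± 0.39 log2 CPM (SD, n = 5 each). Nkx2-1, the lineage factor of lung epithelium, fell by 1.64 (SE 0.42, adjusted p = 0.00553), and lost its call with SCC 2 and SCC 5 alone (-1.31, adjusted p = 0.0613). Of 20 alveolar type 1 genes 18 were lower and 1 higher (the same over the list alone), with a median of -2.50 (camera adjusted p = 1.08e-14, and 0.0342 with an estimated correlation). Ager fell by 3.89 (SE 0.46, adjusted p = 1.45e-06) and Cldn18 by 3.58 (SE 0.43, adjusted p = 1.73e-06). The member that rose was Aqp5 (2.21), a water channel that the keratinization list also holds, named after its values were seen. Sfta2 fell by 5.10 (edgeR adjusted p = 0.000938) and rested on 4 counts in SCC, the estimated background being 204% of these.

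Endothelial genes showed a median of -3.03, with 31 of 37 tested members lower and 0 higher, and 32 lower over the list alone (camera adjusted p = 9.9e-27, and 0.00447 with an estimated correlation). Tmem100 went from 8.49 ± 0.39 to 3.31 ± 1.46 log2 CPM (SD, n = 5 each) and Hpgd, a prostaglandin-degrading enzyme, from 8.25 ± 0.43 to 2.21 ± 1.63. The estimated background made up 41.5% of the SCC counts of Hpgd. Resident stromal genes fell as well, with 14 of 20 lower and 1 higher (the same over the list alone), a median of -1.97 and Inmt, a methyltransferase, at -4.61 (camera adjusted p = 1.44e-09, and 0.01 with an estimated correlation). Smooth muscle and pericyte genes had 7 of 16 lower and 1 higher (the same over the list alone), Myh11 among them at -2.52 (camera adjusted p = 0.0105, and adjusted p = 0.261 with an estimated correlation). Matrix and fibroblast genes went both ways, with 6 of 30 higher and 9 lower (camera adjusted p = 0.123), Tnc at 2.71 (SE 0.53) and Pdgfra at -2.33 (SE 0.40). With SCC 2 and SCC 5 alone 4 of the list were higher and 4 lower (median 0.03). After background subtraction 2 were higher and 8 lower (median -0.45), against a median of -0.18 with all libraries.

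Airway genes were mixed. Of 22 club and secretory genes 3 were higher and 9 lower (5 and 12 over the list alone), with a median of -1.26 and a mean of -0.40 (camera adjusted p = 0.00781, and adjusted p = 0.475 with an estimated correlation). The median was -0.58 with SCC 2 and SCC 5 alone (camera adjusted p = 0.0217) and -1.03 after background subtraction (camera adjusted p = 0.139). The list means over normal lung went opposite ways in SCC 2 (0.71) and SCC 5 (-1.83). They were -0.64, -0.74 and -0.43 in SCC 1, SCC 3 and SCC 4, where normal libraries ran from -0.33 to 0.57. Scgb1a1, the main club cell secretory protein, went from 13.3 ± 0.29 to 7.51 ± 1.51 log2 CPM (SD, n = 5 each), and Sec14l3 fell by 3.99 (SE 0.46, adjusted p = 9.33e-07). Ltf, lactoferrin, which the neutrophil list also holds, rose by 8.46 (SE 0.86, adjusted p = 1.77e-07). Of 26 ciliated cell genes 4 were lower and 0 higher (2 over the list alone), Tppp3 at -3.56 and Cdhr3 at -1.83 among them, the background being 47.3% of the SCC counts of Cdhr3 (camera adjusted p = 0.00901, and adjusted p = 0.566 with an estimated correlation). Their median was -0.60 with all libraries, -2.43 with SCC 2 and SCC 5 alone and -0.94 after background subtraction (camera adjusted p = 0.00516). The list means over normal lung were -1.62 and -1.98 in SCC 2 and SCC 5 and -0.27, -0.01 and 0.04 in SCC 1, SCC 3 and SCC 4. Goblet and mucous genes rose as a list (camera adjusted p = 5.33e-05, and 0.0457 with an estimated correlation). Of 12 members 7 were higher, Clca2 at 6.48 among them, and 1 lower (8 and 1 over the list alone). With SCC 2 and SCC 5 alone the goblet count was 3 higher and 1 lower (camera adjusted p = 0.0019). The median was then 1.76, against 2.25 with all libraries. Members that lost their call there, named after their values were seen, included Itln1 (3.41, adjusted p = 0.0799) and Muc5ac (1.67, adjusted p = 0.428). Muc5ac stood at 50.3, 10.2, 60.1, 41.9 and 6.58 CPM in SCC 1 to SCC 5. After background subtraction 5 of 7 goblet genes were higher and 1 lower (median 2.65, camera adjusted p = 0.00126). Itln1 kept its call there (5.57, adjusted p = 0.000488), and Muc5ac was no longer tested.

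**Figure D3:**
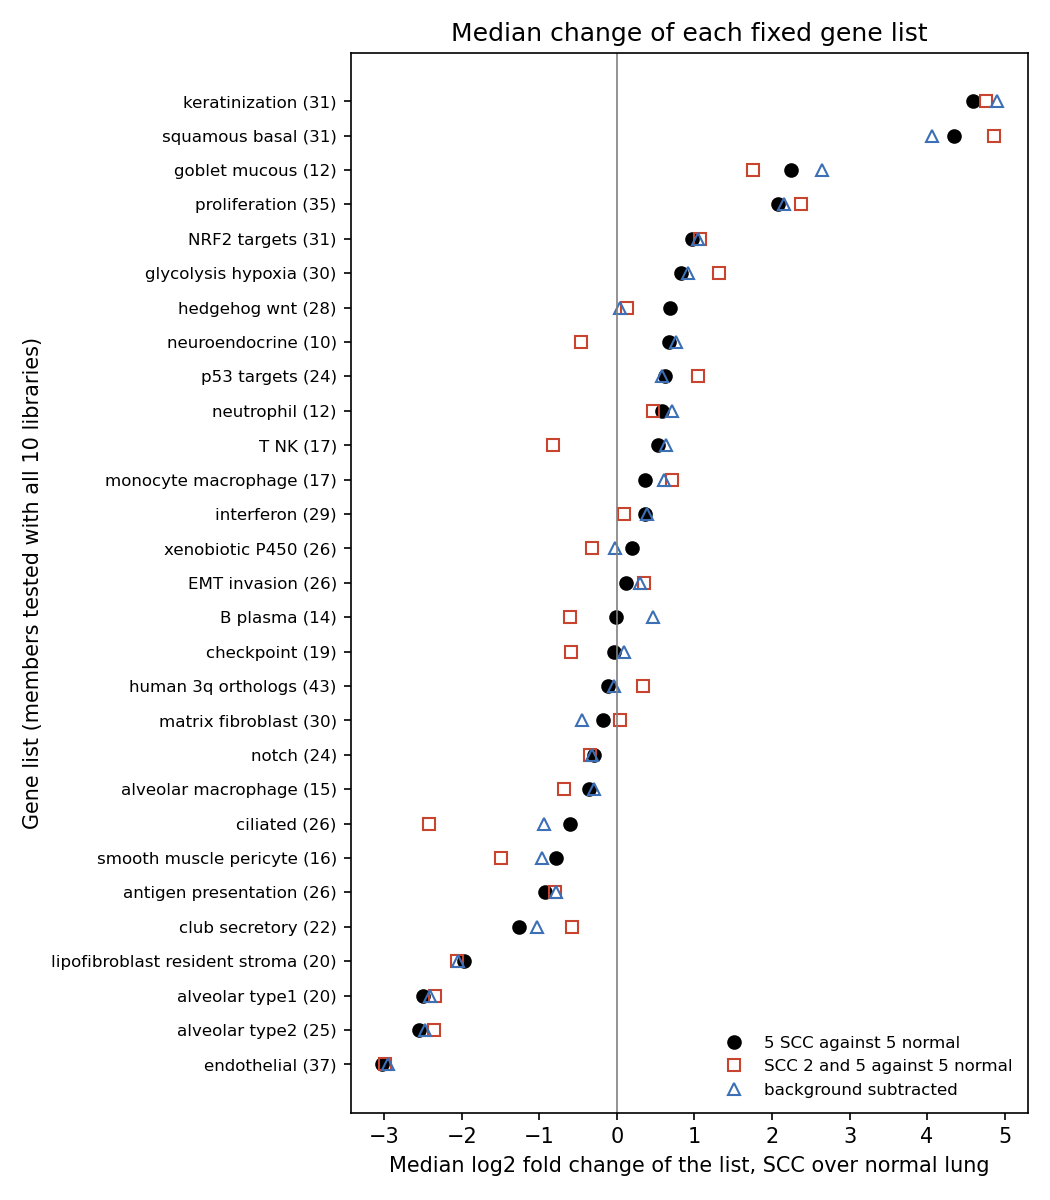
Median log2 fold change of each biological gene list, SCC over normal lung, with the number of tested members in brackets; filled circles use all 10 libraries, squares SCC 2 and SCC 5 alone against normal lung, and triangles the counts after background subtraction. The squamous, keratinization, alveolar and endothelial medians lie on the same side of 0 in each fit, and the T and NK cell median goes from 0.53 with all libraries to -0.82 with SCC 2 and SCC 5 alone.

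Cell cycle genes rose, with 22 of 35 tested members higher and 0 lower (28 over the list alone) and a median of 2.08 (camera adjusted p = 5.5e-12, and 0.0457 with an estimated correlation). Hmmr rose by 3.81 (SE 0.49, adjusted p = 3.63e-06), Cenpf by 3.39 (SE 0.46, adjusted p = 7.34e-06) and Mki67, the proliferation marker, by 2.07 (SE 0.48, adjusted p = 0.0025). Mki67 did not rise in each library. It was at 31.1 CPM in SCC 1, where normal libraries had 33.3 to 60.5, and at 131 to 464 in SCC 2 to SCC 5. The list mean over normal lung was 1.46 to 2.78 in the SCC libraries. With SCC 2 and SCC 5 alone 9 members were higher, and the median was 2.37 (camera adjusted p = 2.12e-10). Hmmr, Cenpf and Mki67 were called in that fit, at 2.67, 2.87 and 2.71. NRF2 targets, genes of the oxidative stress response, had 9 of 31 members higher and 0 lower, also over the list alone, with a median of 0.965 (camera adjusted p = 0.00961, and adjusted p = 0.329 with an estimated correlation). Gsta4, a glutathione transferase that the club list also holds, rose by 4.08 (SE 0.61, adjusted p = 2.39e-05). Akr1c18, a reductase, had 3 counts in normal lung and a ratio of 77.5 (counting interval 26.5 to 376). The call of list NRF2_targets was lost without normal 1, normal 2, normal 5, SCC 2 or SCC 5 (adjusted p = 0.0638 to 0.201). Genes of xenobiotic metabolism had 3 of 26 higher and 7 lower (4 and 8 over the list alone), with a median of 0.19, a mean of -0.07 and a test direction of down (camera adjusted p = 0.177). Fmo1 among them was at -4.17 (SE 0.53). Aldh1a1, which the club list also holds, was at -3.46 (SE 0.55) and lost its call with SCC 2 and SCC 5 alone (-3.01, adjusted p = 0.0517).

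Orthologs of genes on human chromosome 3q, which is often gained in human lung SCC, had 2 of 43 members higher and 1 lower, also over the list alone, with a median of -0.11, a mean of 0.26 and a test direction of down (camera adjusted p = 0.746). The members that passed the test were Trp63, Sox2 and Sec62 (-1.42, SE 0.39, adjusted p = 0.00977). Sec62 lost its call with SCC 2 and SCC 5 alone (-0.93, adjusted p = 0.164).

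Of the immune gene lists, only antigen presentation passed the camera test with all libraries. Monocyte and macrophage genes passed it with SCC 2 and SCC 5 alone (adjusted p = 0.0355) and after background subtraction (adjusted p = 0.0159). These calls used the preset correlation, and with all libraries and an estimated correlation the camera adjusted p was 0.574. Antigen presentation genes had 6 of 26 lower and 0 higher, also over the list alone, with H2-Aa, a class II gene, at -2.33 (SE 0.38) and a camera adjusted p of 0.00053 (adjusted p = 0.18 with an estimated correlation). With SCC 2 and SCC 5 alone 4 of 27 were lower (camera adjusted p = 0.00833), and after background subtraction 3 of 22 (camera adjusted p = 0.0362). Cd274, the checkpoint ligand PD-L1, was at 7.49 ± 0.97 in normal lung and 6.55 ± 0.76 log2 CPM in SCC (SD, n = 5 each), a difference of -0.98 (SE 0.43) that did not pass the test (edgeR adjusted p = 0.112). It passed without normal 3 (-1.28, adjusted p = 0.0274) and without SCC 5 (-1.34, adjusted p = 0.0215). Checkpoint genes had 3 of 19 higher and 3 lower (4 and 3 over the list alone), with a median of -0.04, a mean of 0.67 and a test direction of down (camera adjusted p = 0.908). Of 17 monocyte and macrophage genes 4 were higher and 2 lower (6 and 2 over the list alone, adjusted p = 0.177), and of 12 neutrophil genes 4 and 0 (adjusted p = 0.0902). Of 14 B and plasma cell genes 2 were higher and 0 lower (median -0.02, mean 0.16 and test direction up, adjusted p = 0.767). Sdc1 among these, which the list of invasion genes also holds, was at 1.91 (SE 0.44). Of 15 alveolar macrophage genes 1 was lower, Car4 at -4.26 (SE 0.60), which the endothelial list also holds (adjusted p = 0.14 for the list). Of 17 T and NK cell genes 2 were higher (adjusted p = 0.616). Il2ra, among these, stood at 3.01 (SE 0.52) in all libraries and at 1.15 with SCC 2 and SCC 5 alone (adjusted p = 0.171), the libraries of low receptor signal, and at 3.63 after background subtraction (adjusted p = 0.000569).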

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

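Libraries that stood apart from the other libraries of their group were searched for in 104 groups of 5 values, and 10 were found where about 5.2 are expected by chance at the 95% level. The values are in CPM unless stated, and no explanation was tested for them. Normal 3 had a total of 6817106 counts, where the other normal libraries had 1457641 to 2793851. Normal 3 was also low for Il2ra (13.2 against 40.8 to 57.2), Insm1 (29.9 against 145 to 232) and Cd274 (54.4 against 200 to 283). Sox2 had no counts in normal 4, at 0 against 11.4 to 25.7, while Akr1c18 was at 0.877 there against at most 0.149 in the other normal libraries. Tnc was at 3.05 in normal 2, against 15.6 to 28.1. In SCC 5, Tmem100 was at 0.877 against 11.5 to 21, Fmo1 at 0.877 against 14.6 to 24.9, and Clca2 at 112 against 24.2 to 37.5. Insm1, a neuroendocrine transcription factor, was lower in SCC by the test of all genes (-2.23, SE 0.47, adjusted p = 0.00109) and lost its call with SCC 2 and SCC 5 alone (-2.10, adjusted p = 0.0781) but not after background subtraction (-2.16, adjusted p = 0.00705). Its list had 2 of 10 members higher and 1 lower (camera adjusted p = 0.408). With SCC 2 and SCC 5 alone 0 of 10 were higher and 0 lower, and after background subtraction 0 of 7 were higher and 1 lower.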

How the results depend on the processing

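The alternatives that keep SCC 2 and SCC 5 alone, subtract the background or use the receptor signal as a covariate were chosen after seeing the data. Numbers of genes higher and lower were 5470 and 2072 with no filter on low counts, 3257 and 2766 with limma-voom, 973 and 368 against a 2-fold change, 592 and 738 with SCC 2 and SCC 5 alone, 706 and 726 with background subtracted at 1.5 times the rate, and 461 and 370 with the covariate. The filter of 1 CPM gave 3551 higher. Background subtraction gave 967 higher in its revised definition, and 832 higher and 730 lower in the first definition, which was replaced after these counts were seen. The cause of these changes was not tested. Upper-quartile factors moved the median of all genes by 0.20 on the log2 scale and gave 1962 higher and 898 lower. With 1 surrogate variable 1316 were higher and 1318 lower, so the balance of the directions depends on the processing. Leaving out each library gave 1304 to 2207 higher and 1009 to 1473 lower, 13 to 17 lists, 75.6% to 83.4% on the first principal component, and similarities of 0.830 to 0.866 (0.866 without normal 5) and 0.645 to 0.704, against 0.780 with SCC 2 and SCC 5 alone. With an estimated correlation 8 lists passed in place of 15. Cd274 ranged from -1.34 to -0.83 without each library, and passed with no filter (-1.34) and limma-voom (-1.26). With the covariate Il2ra was at -0.39 and Sec62 at 0.0096, neither called. Since the receptor signal did not overlap between the groups, that fit cannot separate background from the group difference. The histone list was higher with SCC 2 and SCC 5 alone (adjusted p = 9.16e-05), its mean over that of normal lung being 1.73 in SCC 5 and -0.02 in SCC 2, and the cause was not tested. Named genes otherwise kept their direction, and calls were lost 17 times, those of Il2ra and Sec62 with SCC 2 and SCC 5 alone included. No paired analysis was possible because the labels give no numbers shared between the groups. The simulation, at these library sizes and this spread, found 3.7% of 2-fold changes.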

Other observations

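The tests with SCC 2 and SCC 5 alone, of the gene families, of library size, of the revised background subtraction, of background reads alone, and of the parts of the lung lists, the ciliated list by library and the club list by member among them, were chosen after results had been seen. 10 gene families picked by symbol after seeing the data were tested. Desmosome genes had 7 of 11 members higher and 0 lower, with a median log2 fold change of 2.98 (camera adjusted p = 0.000513, and adjusted p = 0.285 with an estimated correlation). Kallikreins had 4 of 5 higher (camera adjusted p = 0.000589, and adjusted p = 0.0752 with an estimated correlation), and the Serpinb protease inhibitors 6 of 10 higher and 1 lower (camera adjusted p = 0.0247, and adjusted p = 0.285 with an estimated correlation). Ribosomal protein genes had 2 of 79 higher with all libraries and did not pass the camera test (adjusted p = 0.919, and 0.985 with an estimated correlation). With SCC 2 and SCC 5 alone 25 were higher, and their median was 0.95. Genes of oxidative phosphorylation had 4 of 78 lower (camera adjusted p = 0.0113, and adjusted p = 0.579 with an estimated correlation), and their median went from -0.33 with all libraries to 0.19 with SCC 2 and SCC 5 alone. Proteasome, claudin, Hox, tRNA synthetase and chaperone genes did not pass the camera test (adjusted p = 0.905, 0.358, 0.134, 0.919 and 0.701).

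Glycolysis and hypoxia genes had 12 of 30 members higher and 2 lower (13 and 2 adjusted over the list alone). Vegfa among them, which the alveolar type 1 list also holds, was at -2.86 (SE 0.48). The glycolysis and hypoxia genes had a camera adjusted p of 0.102, and 0.653 with an estimated correlation. They passed at the preset correlation with SCC 2 and SCC 5 alone (adjusted p = 5.43e-05), with 15 of 33 higher and 1 lower. The list mean over that of normal lung was 1.82 in SCC 5 and 0.649 in SCC 2. It was 0.447, 0.251 and 0.191 in SCC 1, SCC 3 and SCC 4, and the cause was not tested. Targets of p53 had 7 of 24 higher and 0 lower (8 and 0 adjusted over the list alone). Perp among them, which the squamous and basal cell list also holds, was at 4.21 (SE 0.56). The p53 targets had a camera adjusted p of 0.0658, and 0.474 with an estimated correlation. They passed at the preset correlation with SCC 2 and SCC 5 alone (adjusted p = 0.00445), with 3 of 24 higher and 0 lower. Interferon genes had 8 of 29 higher and 1 lower (camera adjusted p = 0.14), Oas3 at 3.14 (SE 0.54), and 2 higher with SCC 2 and SCC 5 alone and 3 after background subtraction. Invasion genes had 7 of 26 higher and 4 lower (camera adjusted p = 0.789), Mmp12, a macrophage metalloelastase, at 4.29 (SE 0.75). Hedgehog and Wnt genes had 7 of 28 higher and 4 lower (camera adjusted p = 0.36), Wnt4 at 3.04 (SE 0.40). Notch genes had 1 of 24 higher and 2 lower, Dll4 at -2.96 (SE 0.56). Their camera adjusted p was 0.123, 0.224 with an estimated correlation, and 0.0355 at the preset correlation with SCC 2 and SCC 5 alone. The estimated background made up 78% of the SCC counts of Dll4. Erythrocyte genes had 3 of 7 lower (4 adjusted over the list alone, camera adjusted p = 0.00221, and adjusted p = 0.18 with an estimated correlation) with a median of -2.12, and heart muscle genes 7 of 13 lower (camera adjusted p = 3.56e-05, and adjusted p = 0.174 with an estimated correlation) with a median of -1.76. Mesothelial and fat genes had 2 of 7 higher and 1 lower, stress genes 4 of 24 and 3 (6 and 3 adjusted over the list alone), and histone genes 0 of 12 and 0, with medians of 0.86, 0.28 and 0.17 and camera adjusted p = 0.767, 0.908 and 0.767. The camera direction of the stress and histone lists was down, against the sign of their medians.

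Chance splits of the libraries can be excluded for the counts of genes but not for the count of lists. Of 100 splits of the 10 libraries into 5 and 5, 1 gave as many genes as the 1645 higher, and 1 as many as the 1146 lower, in both cases the real one, and the highest other count in either direction was 158. For lists called by camera at the preset correlation, 21 of 100 splits gave as many as the real 15, with 19 the highest other.

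Receptor genes were counted in SCC 1, SCC 3 and SCC 4 at 3.22 to 3.46 CPM per kb. Expression of the receptors by the tumours is argued against, since other silent gene families had similar counts per kb and the ratio of receptors to these was at most 1.22 in these libraries. Library size is argued against too, since the normal libraries of similar size, with 1462952 and 1457641 counts, reached only 0.202 CPM per kb. Reads from genomic DNA are a candidate explanation, because over genes silent in normal lung the X to autosome ratio in SCC 4, the SCC library with the most Y-linked counts, was 0.547 of that in SCC 1 and SCC 3 (95% bootstrap interval 0.447 to 0.671); an earlier form of this test on medians could not be computed. The ratios themselves, 0.668 in SCC 1, 0.776 in SCC 3 and 0.395 in SCC 4, lie below the values of even female and male genomes, for a reason not tested.

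Dilution or addition of reads by such background was weighed for the main lists. The squamous and keratinization medians stayed at 4.07 or above with SCC 2 and SCC 5 alone and after subtraction, which argues against background as their cause. The alveolar and endothelial medians stayed at -2.35 or below, which argues against dilution by background reads. The ciliated list mean was higher by at least 1.35 in SCC 1, SCC 3 and SCC 4 than in SCC 2 and SCC 5, where normal libraries spanned 0.67. That order alone cannot decide on dilution, since background also adds reads to members (47.3% of the SCC counts of Cdhr3). With SCC 2 and SCC 5 alone, where background was 4.11% and 2.86% of the counts, the ciliated median was -2.43. That argues against dilution as the cause of the fall in these 2 libraries. A bound on the medians of the club list (-0.58 with SCC 2 and SCC 5 alone and -1.03 after subtraction) had left dilution open. It was replaced by a test on the members. The largest dilution that the length-proportional background allows was -0.40, and 9 of 22 members lay more than 2 SE below it, where 0.501 are expected by chance. Counts on genes far above that background, such as Mrgpra6, are not part of this bound. For these 9 members that argues against dilution by length-proportional background alone. In the other direction 5 members lay more than 2 SE above 0, and the mean of the list was -0.40, so the test does not cover the list as a whole.

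Among 1594 genes higher in SCC outside the squamous and keratinization lists, whether background contributes to the calls stays open. With the first definition of the subtraction 48.1% kept their call, under the 50% that had been set beforehand as the mark of a background contribution. With the revised definition, adopted after the counts of the first had been seen, 54.5% kept it, on the other side of that mark. Both shares count genes that were no longer tested after subtraction as lost, so the mark cannot decide the question. Of the genes still tested, 767 of 1156 kept their call with the first definition and 868 of 1176 with the revised one. The median log2 fold change of those 1176 was 2.64 before and 2.86 after. The 308 of them that lost the call had a median of 2.22 (median SE 0.71) before and 2.27 (median SE 0.94) after. These calls therefore ended with a wider error and not a smaller fold. As the sole cause, background proportional to gene length is argued against for these 1594 genes as a set. It made up a median of 18.9% of their SCC counts, and 19.6% with the first definition. These shares are estimates from length and cannot decide on background that is uneven between genes. Single genes differ, and background was above 50% of the SCC counts for 158 of all 1645 genes called higher. With SCC 2 and SCC 5 alone 1550 of the 1594 had a log2 fold change above 0, and 400 were called. The genes had been selected with these same libraries among the others, so that tally of signs is not an independent check. With the receptor signal as a covariate, 1172 of all 1645 genes called higher kept their sign. Of these 1645 genes, 295 kept their call and 1 was called lower. The receptor signal did not overlap between the groups (at most 0.202 in normal lung and at least 0.414 in SCC). The covariate fit therefore cannot separate background from the group difference, and no conclusion on background is drawn from it.

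Some genes with very high counts followed the receptor signal, and were chosen after their values were seen. Mrgpra6 stood at 45400, 10400, 49800, 49500 and 8460 CPM in SCC 1 to SCC 5 and at 1120 to 3290 in normal lung, and Gm17821 at 3520 to 27800 in SCC and 385 to 1560 in normal lung. A subtraction in proportion to length does not remove such genes. Y-linked genes had 1204, 627 and 95 counts in normal 3, normal 4 and normal 5 and 46 in SCC 4, and at most 4 in any of the other libraries. By these counts the sexes are not evenly shared between the groups. The comparison had no covariate for sex, and an effect of sex was not tested.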
